A study of Mus musculus with 4 samples.

How the data were processed

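The series holds 4 PRO-seq libraries from mouse embryos at embryonic day 14.5, 2 from liver and 2 from yolk sac. PRO-seq (precision nuclear run-on sequencing) maps RNA polymerases that are engaged in transcription by extending their nascent RNA in isolated chromatin. Per the labels' protocols, each library was made from tissue pooled from 6 embryos, ground in liquid nitrogen, with the run-on performed on isolated chromatin. The mothers were C57BL/6J, and the fathers carried CAST/EiJ alleles at the cluster on chromosome 12, per the labels. No allele-resolved values were analysed here.

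One file per library was deposited. Each is a list of peaks, giving the chromosome, start and end of each peak, and a score. The file names carry the word dREG, which is a classifier that locates transcription start regions, at promoters and at distal sites such as enhancers, from run-on reads. The score of each peak is the authors' deposited score, a value without a unit. It was not scaled between libraries, and it was used here only to rank or filter peaks within a list. The lowest score was 0.80 in each of the 4 lists. The labels and file headers state neither the aligner, the dREG version, the genome build nor the filters. The lists were made per library, not on pooled replicates. Peaks within a list did not overlap, and the smallest gap between neighbouring peaks was 548 bp in each of the 4 lists. A minimum spacing was thus in place at deposit. Whether nearby calls had been joined, dropped or never made cannot be told from the lists. The files hold no read counts, and the depth of each library is unknown. A longer list can therefore come from more reads, from a wider range of active sites or from both.

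The genome build was checked against the GENCODE M21 annotation of GRCm38, which has 132758 distinct gene and start site pairs from 55450 genes. Between 33.5% and 55.8% of the peaks of a list overlapped a window of 500 bp either side of an annotated start site. After all peaks were moved by 5 kb this fell to between 11.1% and 14.6%. On every chromosome except Y, which was left out of this check, at least 27.8% of peaks overlapped such a window at their deposited positions. The GRCm38 annotation was used for all gene names and positions, and positions are given 1-based.

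The following were computed from the lists with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Peaks of all 4 lists that overlapped by at least 1 bp were merged into regions, and each region was put in 1 of 15 patterns according to the libraries that called it. A liver-only region was called in both liver libraries and in neither yolk sac library, and a yolk-sac-only region was the reverse. Regions called in 1 library of each tissue and in no other library served as a measure of disagreement between replicates in both tissues at once. Disagreement within 1 tissue only is not counted in it. The overlap of 2 lists was expressed as the Jaccard index, the base pairs shared divided by the base pairs covered by either list. Its background came from 100 circular shifts of one list within each chromosome. A peak was assigned to a promoter when it overlapped the window of 500 bp either side of a start site, and to an interval or a 100 kb window by its midpoint. Counting intervals are 95% Wilson intervals, and they cover counting error only. The functions for region patterns and promoter calls were tested on simulated lists. All of the 51836 simulated regions and all of the 200 genes with planted promoter peaks were returned in their simulated liver or yolk sac pattern.

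Groups were compared with exact two-sided permutation tests over the 6 assignments of 4 libraries to 2 groups of 2. The smallest p-value this design allows is 0.333, so no comparison between tissues could reach a conventional threshold. For this reason differences are set against the spread between replicates. The alternatives were the higher-scoring 50% of each list, the 24333 highest-scoring peaks of each list, other windows, overlaps, merge distances and flanks, the leaving out of each library, and the replicate number as a block. The gene panels, the alternatives and the rule for naming items were fixed before the data were examined. Items named are the genes of the Dlk1-Dio3 cluster and the panel genes called in both libraries of 1 tissue only. The 5 protein-coding genes, 3 regions and 3 windows per direction that lead their ranking are also named. Genes and regions were ranked by the lower of the 2 within-list percentiles of the score, and windows by the gap between the tissues. Predicted genes, Rik clones and olfactory and vomeronasal receptor genes were skipped in the ranking of genes. Marker panels and the second marker lists used in the closing section come from general knowledge of the cell types. Reads from near-identical gene copies, such as the alpha-globin genes, can be placed at either copy, and peaks at such genes are uncertain. The start sites of overlapping or divergent genes can share 1 peak.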

Results

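Regions of transcription initiation were mapped by PRO-seq in the liver and the yolk sac of mouse embryos, with 2 libraries per tissue, each from tissue pooled from 6 embryos. The series concerns the imprinted Dlk1-Dio3 cluster on chromosome 12, where genes are expressed from only the maternal or only the paternal copy, and its regulation in different tissues. The values compared are dREG peaks, which are intervals classed as transcription start regions from run-on reads. The number of reads behind each list is unknown. All tests between tissues are exact permutation tests of 2 libraries against 2, for which the smallest possible p-value is 0.333.

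The first comparison asked how many initiation regions each tissue showed. The liver lists held 24863 peaks in replicate 1 and 24333 in replicate 2. The yolk sac lists held 50525 and 43055 peaks. The mean was 24598 ± 375 peaks in liver and 46790 ± 5282 in yolk sac (SD, n = 2), a 1.90-fold difference. The gap of 18192 peaks between the nearest liver and yolk sac lists exceeded the difference between the replicates of either tissue (exact permutation p = 0.333, the smallest possible). Peaks covered 28.7 ± 1.56 Mb in liver and 48.9 ± 7.13 Mb in yolk sac (SD, n = 2). The median peak width was 1052 and 1002 bp in the liver lists and 902 and 852 bp in the yolk sac lists. Across the alternatives, the log2 ratio of peak numbers (0.93) moved most when yolk sac replicate 1 was left out, to 0.81. The log2 ratio of covered length was 0.77, and it fell to 0.34 when the 24333 highest-scoring peaks of each list were used.

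The position of peaks relative to annotated start sites also differed between tissues. In liver, 52.8% of peaks in replicate 1 (95% Wilson interval 52.2 to 53.5) and 55.8% in replicate 2 (55.2 to 56.4) lay within 500 bp of a start site. In yolk sac the shares were 33.5% (33.1 to 33.9) and 37.3% (36.9 to 37.8). The means were 54.3% ± 2.11 in liver and 35.4% ± 2.69 in yolk sac (SD, n = 2), a difference of -18.9 percentage points with no overlap between tissues. The number of promoter peaks was 1.23-fold higher in yolk sac, at 16496 ± 612 against 13360.5 ± 315 (SD, n = 2). The number of peaks elsewhere was 2.70-fold higher, at 30294 ± 4670 against 11237.5 ± 689 (SD, n = 2). The difference in share depended on the length of the lists. Among the 24333 highest-scoring peaks of each list it was -1.89 percentage points, with 54.7% ± 1.56 in liver and 52.8% ± 1.98 in yolk sac (SD, n = 2; exact permutation p = 0.667), and the values of the tissues overlapped. In the higher-scoring 50% of each list it was -20.8 percentage points.

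**Figure D1:**
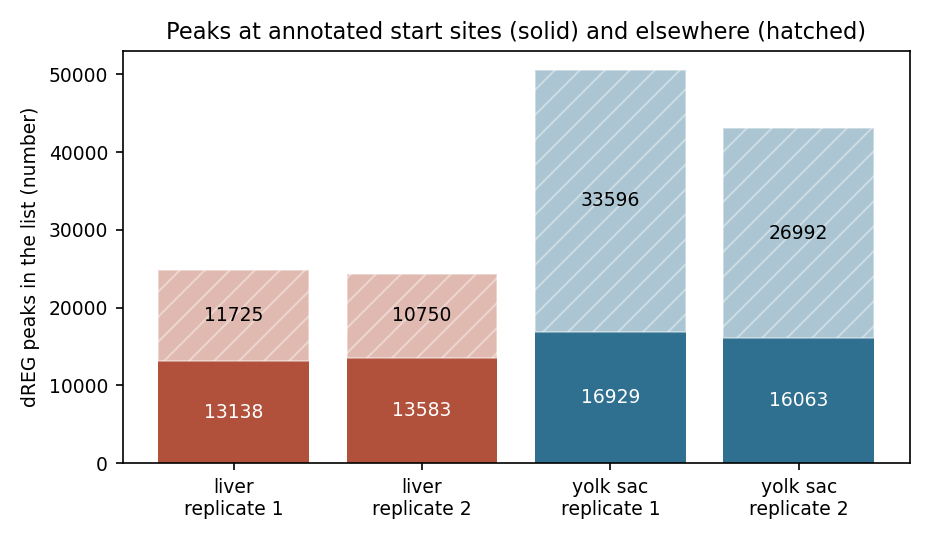
Number of dREG peaks in each of the 4 lists (bars, from 0), split into peaks within 500 bp of an annotated start site (solid) and all others (hatched), for liver (red) and yolk sac (blue). The solid parts range from 13138 to 16929 peaks, while the hatched parts range from 10750 to 33596.

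The lists were then compared with each other to set the difference between tissues against that between replicates. The Jaccard index was 0.744 for the 2 liver lists and 0.716 for the 2 yolk sac lists. The 4 pairs of a liver and a yolk sac list had indices of 0.347, 0.376, 0.348 and 0.386, with a mean of 0.364 ± 0.0197 (SD over the 4 pairs). Within-tissue pairs exceeded between-tissue pairs by 0.366 on average, and no between-tissue pair reached either within-tissue value. The exact permutation p over the 3 ways to pair the libraries was 0.333, the smallest possible. Circularly shifted lists gave a mean index between 0.00586 and 0.00995, with a maximum of 0.0116 over the 100 shifts of every pair. The contrast moved most, to 0.155, when overlap was expressed as the share of the shorter list, because 86.0% and 92.0% of the shorter list was overlapped within tissues and between 71.1% and 75.9% across tissues.

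Merging the 4 lists gave 61095 regions. All 4 libraries called 15689 of them, both yolk sac libraries alone called 20163, and both liver libraries alone called 4047. Regions called in 1 library of each tissue and nowhere else numbered between 39 and 294 for the 4 such pairs of libraries. The liver-only regions were 13.8 times, and the yolk-sac-only regions 68.6 times, the largest of these. A further 16840 regions were called in 1 library only, and yolk sac replicate 1 alone accounted for 10280 of them. Of the regions called in both liver libraries, 76.7% were called in both yolk sac libraries and 19.8% in neither. Of those called in both yolk sac libraries, 40.4% were called in both liver libraries and 51.9% in neither. With the 24333 highest-scoring peaks of each list, the liver-only and yolk-sac-only regions numbered 6080 and 6559, and the regions in 1 library of each tissue between 122 and 176. Without liver replicate 2 the liver-only count rose to 6124, and without yolk sac replicate 2 the yolk-sac-only count rose to 30443, since a call then needed only 1 library of that tissue. Start sites lay in or near 75.7% of the regions called in all 4 libraries (95% Wilson interval 75.01 to 76.4). The share was 15.4% (14.3 to 16.5) of liver-only regions and 14.54% (14.1 to 15.03) of yolk-sac-only regions.

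**Figure D2:**
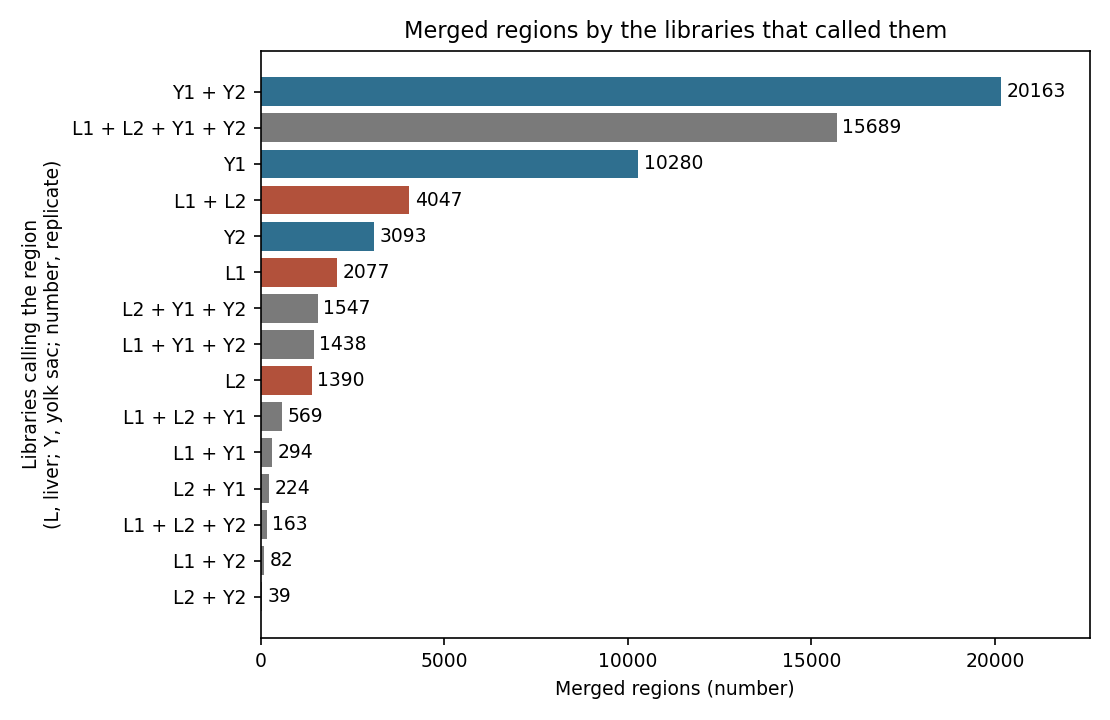
Number of merged regions (horizontal axis) for each of the 15 patterns of libraries that called them (vertical axis), with patterns of liver libraries only in red, of yolk sac libraries only in blue and of both tissues in grey. The pairs of 1 liver and 1 yolk sac library, at 39 to 294 regions, are far below the 4047 regions of the liver pair and the 20163 of the yolk sac pair.

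The liver-only regions with the highest score ranks were on chromosome 12 at 32103651 to 32105302, within the transcript 5430401H09Rik, on chromosome 10 at 43592701 to 43595102, within F930017D23Rik, and on chromosome 4 at 59533001 to 59533952, within Ptbp3. In both liver lists their peaks were above the 99.8th percentile of the score. The leading yolk-sac-only regions were on chromosome 17 at 35034551 to 35035552, within Msh5, on chromosome 19 at 9924101 to 9925402, within AC132253.2, and on chromosome 15 at 83280851 to 83282052, outside annotated genes. Their lowest percentile in a yolk sac list was 99.83.

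Promoter calls were compared per gene. Of 21951 protein-coding genes, 11805 had a promoter peak in all 4 libraries and 7514 in none. A further 713 had one in 3 libraries and 484 in 1 library. The number with a promoter peak was 12506 ± 283 in liver and 13850.5 ± 210 in yolk sac (SD, n = 2). There were 222 liver-only and 1153 yolk-sac-only genes, against 3 to 32 genes for each pair of 1 liver and 1 yolk sac library. The order of these counts depended on the length of the lists: with the 24333 highest-scoring peaks per list, 660 genes were liver-only and 572 yolk-sac-only. The promoter window of 6 liver-only and 71 yolk-sac-only genes overlapped that of another protein-coding gene.

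The 5 leading liver-only genes were Alas2 on chromosome X (150547375 to 150570638), Klf1 on chromosome 8 (84901928 to 84905291), Ermap on chromosome 4 (119175457 to 119190011), Rac2 on chromosome 15 (78559167 to 78572783) and Slc5a2 on chromosome 7 (128265657 to 128272430). The Alas2 promoter peak spanned 150546701 to 150550602 in liver replicate 1 and ranked at the 95.4 and 98.1 percentiles of the 2 liver lists. The Slc5a2 peak, from 128270351 to 128271302 in replicate 1, lay at an internal start site within the gene. The calls at Klf1 and Rac2 did not hold with a window of 1000 bp, within which the yolk sac lists also had peaks. The 5 leading yolk-sac-only genes were Mfap2 on chromosome 4 (141010418 to 141015984), Ctsk on chromosome 3 (95499256 to 95509362), Srpx on chromosome X (10037977 to 10117709), Nek5 on chromosome 8 (22073616 to 22125053) and S100b on chromosome 10 (76253853 to 76261159). The lowest percentile of their promoter peaks in a yolk sac list was 99.04, at S100b.

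Marker panels were examined as a check of the tissue labels. Of 9 erythroid genes in the annotation, both liver lists had promoter peaks at 9 and both yolk sac lists at 3. Gata1, Klf1, Alas2, Hbb-bt, Hba-a1 and Slc4a1 were liver-only, although the call at Hba-a1 was lost with a window of 250 bp and reads at Hba-a1 can come from its near-identical copy. In the higher-scoring 50% of each list the calls at Gata1 and Hbb-bt were also lost. Of 10 hepatic genes, 7 and 7 had promoter peaks in the liver lists and 6 and 5 in the yolk sac lists, with Cps1 and C3 liver-only and Fgb yolk-sac-only. In the higher-scoring 50% the tissue difference was lost at Cps1 and Fgb and fell to 1 library at C3, and at Fgb it was also lost with the 24333 highest-scoring peaks per list. Of 10 yolk sac endoderm genes, 9 and 9 had promoter peaks in the yolk sac lists and 7 and 4 in the liver lists, with Amn and Cubn yolk-sac-only. Of 10 mesenchymal genes, 10 and 10 had promoter peaks in the yolk sac lists and 7 and 9 in the liver lists, with Hand1 yolk-sac-only.

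The cluster itself was examined from 100 kb upstream of Dlk1 to 100 kb downstream of Dio3 (chromosome 12, 109352823 to 110381097). It held 19 and 17 peaks in the liver lists and 36 and 34 in the yolk sac lists, or 18 ± 1.41 and 35 ± 1.41 (SD, n = 2). The difference of 17 peaks exceeded the spread between replicates (exact permutation p = 0.333, the smallest possible). The ratio, 0.94 on a log2 scale with a pseudocount of 0.5, was close to the median of 0.92 over 1233 intervals of the same size with at least 10 peaks. With the 24333 highest-scoring peaks of each list the log2 ratio without a pseudocount was 0.16, against 0.96 with all peaks. With the higher-scoring 50% it was 2.32.

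Promoter peaks were present in all 4 libraries at Begain, Dlk1, Meg3, Dio3 and Dio3os. None of the 4 libraries had a peak within 500 bp of a start site of Rtl1, Rian or Mirg, which are transcribed between Meg3 and Dio3. In the higher-scoring 50% of each list, the Meg3 promoter peak was kept in both yolk sac libraries and in neither liver library. At Begain and Dlk1 the share of libraries with a promoter peak was then higher in yolk sac by 0.5. With a window of 250 bp the same difference of 0.5 was found at Dio3os.

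Between the end of Dlk1 and the start of Meg3 (109463337 to 109541000), the interval that contains the IG-DMR, liver had 6 ± 1.41 and yolk sac 9.5 ± 2.12 peaks (SD, n = 2), where the 2 liver lists differed by 2 peaks and the 2 yolk sac lists by 3. With the 24333 highest-scoring peaks per list its sign was reversed, to -2.5 peaks. Of the 12 merged regions in this interval, 3 were called in all 4 libraries, 4 were yolk-sac-only, none was liver-only and 5 had other patterns. The 3 shared regions were at 109500251 to 109501652, at 109531301 to 109532252 and at 109538401 to 109543152, and the last of these reached across the Meg3 start site. The yolk-sac-only regions were at 109494801 to 109495702, at 109512251 to 109513702, at 109525651 to 109526202 and at 109536501 to 109536952. The regions at 109527501 to 109528552 and at 109533251 to 109533952 were called in both liver libraries and in yolk sac replicate 1.

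Outside this interval, yolk sac had more peaks upstream of Dlk1 and between Mirg and Dio3, and none of the 4 lists had a peak in the 100 kb downstream of Dio3. In the 100 kb upstream of Dlk1, the lists held 3.5 ± 0.707 peaks in liver and 8.5 ± 0.707 in yolk sac (SD, n = 2). In this part 5 regions were yolk-sac-only and 1, at 109441601 to 109442402, was liver-only. Between the end of Mirg and Dio3 (109749461 to 110279067) there were 5 and 5 peaks in the liver lists and 15 and 14 in the yolk sac lists. With the 24333 highest-scoring peaks per list the differences in these parts fell from 5 to 3 and from 9.5 to 3.5 peaks. The 9 yolk-sac-only regions in this part lay between 110027501 and 110237652, and no region there was liver-only. Between Meg3 and the end of Mirg, the only region called in both libraries of a tissue was liver-only and lay within Rian, at 109608001 to 109608952. Over the whole cluster, 44 regions were called, of which 10 were in all 4 libraries, 2 liver-only and 18 yolk-sac-only.

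**Figure D3:**
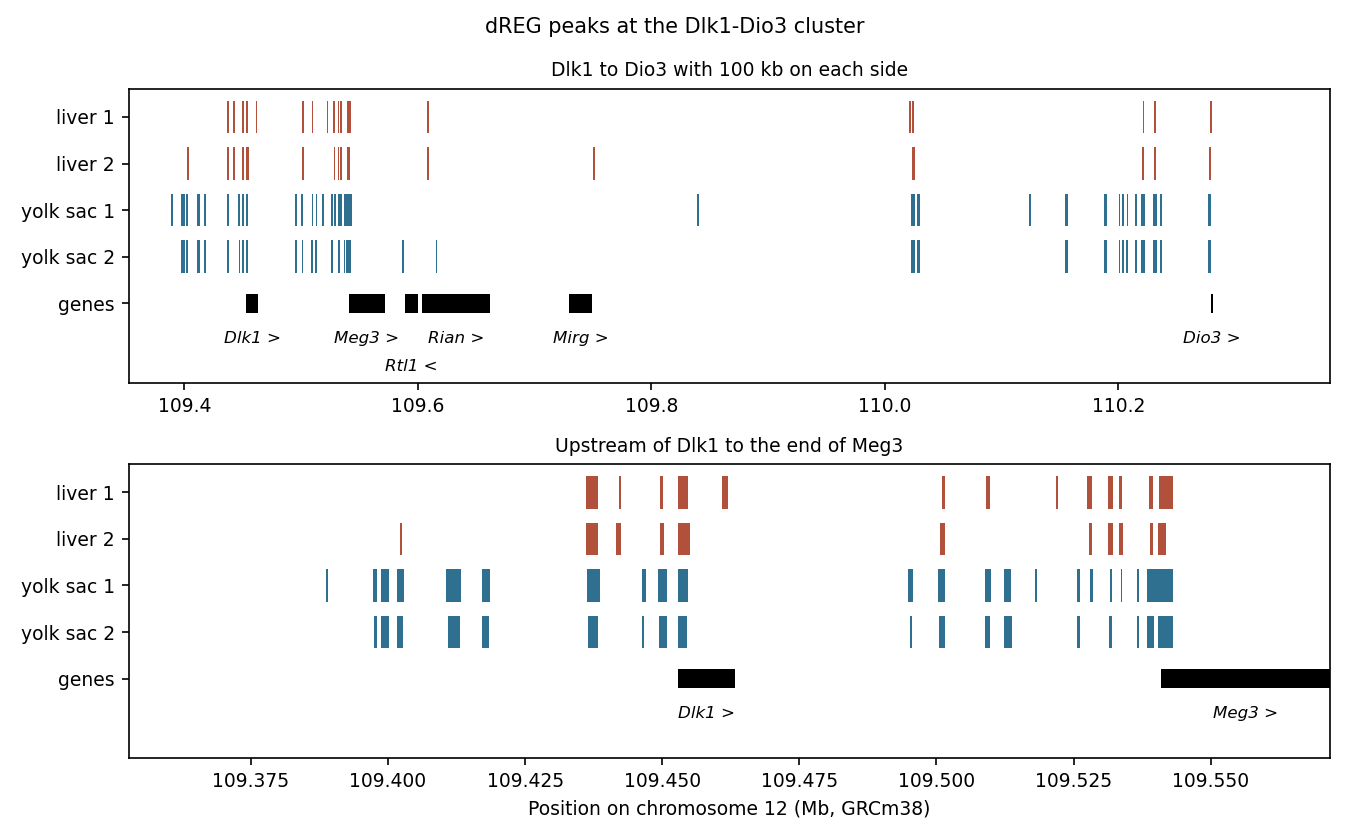
Peaks of each library (rows, liver in red and yolk sac in blue) and genes (black, arrowheads giving the strand) by position on chromosome 12 in Mb, for the whole cluster (top) and for its part from upstream of Dlk1 to Meg3 (bottom), with very narrow peaks widened to be visible. Of the 18 yolk-sac-only regions, 4 lie between Dlk1 and Meg3 and the others upstream of Dlk1 and between 110027501 and 110237652, while the Dlk1, Meg3 and Dio3 starts have peaks in all 4 libraries.

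The cluster was set against a panel of 41 imprinted genes. Promoter peaks were found at 30 and 34 of them in the liver lists and at 37 and 35 in the yolk sac lists. Of the panel, 30 genes were called in all 4 libraries, 4 in none and none in liver only. Sfmbt2 on chromosome 2 (10370510 to 10595253) was the 1 yolk-sac-only gene. Magel2, Peg12, Zdbf2 and Dcn, named after their values were seen, had promoter peaks in both yolk sac libraries and in liver replicate 2, but not in liver replicate 1. Without liver replicate 2 the number of yolk-sac-only panel genes was therefore 5, and without yolk sac replicate 2 it was 3.

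Peak density was compared in windows of 100 kb. Of 13246 windows with a peak, 7326 had more peaks in both yolk sac libraries than in either liver library, and 863 the reverse. Exchanging libraries between tissues gave 327 windows for the pairing by replicate number and 270 for the other pairing. A window can count under 1 pairing only, so a high tissue count lowers the exchanged counts, which are no independent background. With the 24333 highest-scoring peaks per list the counts were 2805 and 2491, against 360 and 340 for the exchanged pairings. The widest liver excess was on chromosome 11 from 32200001 to 32300000, a window with the alpha-globin genes, with 15 and 16 peaks in liver and 5 and 5 in yolk sac. The next were on chromosome 5 from 121200001 to 121300000 (Hectd4 and Rpl6), with 11 and 13 against 2 and 2 peaks, and on chromosome 10 from 21200001 to 21300000 (Hbs1l), with 8 and 8 against 1 and 1. The last of these tied with other windows and was taken by position. The widest yolk sac excess was on chromosome 4 from 149800001 to 149900000, around Spsb1, with 18 and 18 peaks in yolk sac and 0 and 0 in liver. It was followed by chromosome 8 from 11300001 to 11400000 (Col4a1 and Col4a2), with 19 and 16 against 1 and 1 peaks. The third, chromosome 11 from 88100001 to 88200000 (Cuedc1), had 17 and 16 against 2 and 2 peaks and was also taken from a tie by position.

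The share of peaks on each chromosome differed little in size between tissues. For 18 of 21 chromosomes the 2 liver values and the 2 yolk sac values did not overlap, where chance gives 33.3%. Exchanging libraries between tissues gave 1 and 2 such chromosomes. Without ties, each chromosome separates under exactly 1 of the 3 pairings, so these exchanged counts are a remainder and no independent background. The largest difference was on chromosome 11, with 8.14% ± 0.0340 of peaks in liver and 7.49% ± 0.118 in yolk sac (SD, n = 2). Chromosome 12 held 3.56% ± 0.0866 of peaks in liver and 3.997% ± 0.0293 in yolk sac (SD, n = 2). Every exact permutation p was at or above 0.333, and the smallest after Benjamini-Hochberg adjustment over the 21 chromosomes was 0.389. Chromosome Y had 4 and 4 peaks in the liver lists and 6 and 5 in the yolk sac lists.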

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

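No comparison between tissues could pass a threshold with 2 libraries against 2, so a value counts as changed here when it moved by more than the spread between replicates, or a count by more than 1.5 times. For a promoter call at a single gene, any change counts. Of 19 results that answer a comparison, 3 did not change under any alternative run: the ratio of peak numbers, the absence of liver-only genes in the imprinted panel, and the number of chromosomes whose tissues did not overlap. None of the 19 changed direction, which those that are plain counts cannot do. The balance between liver-only and yolk-sac-only genes did change direction. For the ratio of peak numbers 2 alternatives could not move it: no peaks lay within 500 bp of each other, and taking 50% of each list keeps the ratio by construction.

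Both score filters changed many results. With the 24333 highest-scoring peaks of each list, the log2 ratio of covered length was 0.34, the difference in promoter share -1.89 percentage points, the log2 ratio at the Dlk1-Dio3 cluster 0.16 and the excess of within-tissue over between-tissue overlap 0.320. There were then 6080 liver-only and 6559 yolk-sac-only regions, 660 liver-only and 572 yolk-sac-only genes, and 2491 windows higher in liver against 2805 higher in yolk sac. The hepatic panel differed by -5 genes. This setting shortens the yolk sac lists, from 50525 and 43055 peaks, far more than that of liver replicate 1, from 24863, and leaves that of liver replicate 2 whole. Higher liver-only counts are therefore favoured by its construction. Whether this setting or the use of all peaks is closer to equal sensitivity cannot be settled from the lists, since their read depth is unknown.

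With the higher-scoring 50% of each list, the overlap contrast was 0.334 and the log2 ratio at the cluster 2.32. The counts were 1733 liver-only, 9414 yolk-sac-only and 7946 shared regions, 1941 yolk-sac-only genes, 12 yolk-sac-only imprinted genes and 564 windows higher in liver. The panels then differed by -4 erythroid, -0.5 hepatic, 7.5 yolk sac endoderm and 6.5 mesenchymal genes. Shorter lists give fewer regions and windows by construction, whereas the cause of the rise in yolk-sac-only genes was not tested.

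Measuring overlap as the share of the shorter list gave a contrast of 0.155, and requiring a reciprocal overlap of 50% gave 0.223. A promoter window of 1000 bp gave an erythroid difference of -5 genes. Windows of 500 kb gave 2841 higher in yolk sac and 171 higher in liver, there being fewer windows to count. Among the 49 results on single genes, regions, windows and parts of the cluster, 26 held under all alternatives. Of their 358 alternative values, 26 moved and 3 reversed, all with the score filters or the other promoter windows. None of the 49 changed when 1 library was left out. For the calls at named genes and regions that outcome was fixed in advance, because the 2 libraries of each tissue agreed at all of them. The tally therefore overstates how well these calls were tested. At the cluster, the difference between Dlk1 and Meg3 reversed to -2.5 peaks with the 24333 highest-scoring peaks per list. In the higher-scoring 50%, the differences of -0.5 peaks within Dlk1 and within Meg3 both became 0.5.

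Leaving out 1 library at a time gave between 4210 and 6124 liver-only regions, between 21601 and 30443 yolk-sac-only regions, between 1 and 5 yolk-sac-only imprinted genes and an overlap contrast between 0.349 and 0.396. The log2 ratio of peak numbers lay between 0.81 and 1.04, and the difference in promoter share between -20.8 and -17.0 percentage points.

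The replicate number as a block was run for 5 of the 19 results, and none of these 5 changed. For the promoter share no change was possible, since the mean of the differences within numbers equals the difference of the means. The log2 ratios of peak numbers and covered length could change little for the same reason. Taken within replicate numbers, the log2 ratio of peak numbers was 0.92, that of covered length 0.76, the difference in promoter share -18.9 percentage points, the overlap contrast 0.363, and the number of chromosomes with the same direction within both numbers 18. The labels do not say that a number marks a shared litter or day. Liver and yolk sac lists of the same number had a mean Jaccard index of 0.367 and those of different numbers 0.362, a difference smaller than the SD of 0.0197 over the 4 pairs.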

Other observations

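The tests of peak width, of the highest-scoring 10% of peaks and of promoter share within score and width classes were written down before their results were seen. The tests on the lowest-scoring 10%, on disagreement between replicates, on the Dlk1-Dio3 interval and on the 2 liver replicates were chosen after the result was seen. The measure against which the width ratio was read, the ratio between replicates, was also set after that ratio was seen.

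The yolk sac lists held 1.90 times as many peaks as the liver lists, and a smaller number of informative reads in liver is a candidate explanation. If so, liver peaks would be narrower at shared regions, as the peaks of the shorter yolk sac list are. Where each library had exactly 1 peak in a shared region (14515 regions), the median ratio of liver to yolk sac widths was 0.921. The ratio between replicates was 0.917 in yolk sac and 0.934 in liver, so the tissue ratio lies between them. For the 4 pairs of a liver and a yolk sac list the ratio ran from 0.846 to 1. A difference in depth and a difference between the tissues cannot be told apart from list length, because each tissue has its own libraries and no read counts were analysed here.

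For the highest-scoring peaks, misses of the kind seen between replicates are a poor explanation of the absence from the other tissue. Whether fewer informative reads in the other tissue would bring such sites below the threshold was not tested, because the read depth is unknown. Among the highest-scoring 10% of yolk sac peaks, 35.3% were absent from both liver lists, while 0.376% were absent from the other yolk sac list. Among the highest-scoring 10% of liver peaks, 13.8% were absent from both yolk sac lists, and 0.0612% from the other liver list. The lowest-scoring 10% are different. Of these, 56.6% of yolk sac peaks and 61.4% of liver peaks were absent even from the other list of their own tissue. From both lists of the other tissue, 88.8% and 48.9% were absent. The shares of the highest-scoring and lowest-scoring 10% are means over the 2 lists of a tissue. Among the lowest-scoring 10%, the yolk sac lists differed, with 74.5% of replicate 1 and 38.7% of replicate 2 absent from the other list. From both liver lists, 89.7% and 87.9% of them were absent. For these low-scoring peaks, which were often missed by the replicate too, a threshold effect and a tissue difference cannot be told apart. Misses that fall independently in each library are also a poor explanation of the liver-only regions. These were 13.8 times the largest count of regions in 1 library of each tissue. That count leaves out most disagreement between replicates, with 2077 regions in liver replicate 1 alone and 1390 in liver replicate 2 alone. Misses shared by both yolk sac libraries were not tested by it. A tissue difference in active start regions stays open as a hypothesis for the highest-scoring peaks, as does a difference in depth. Differences in cell composition, which the labels do not describe, stay open too.

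Regions called in all 4 libraries overlapped start sites in 75.7% of cases, against 15.4% and 14.54% for liver-only and yolk-sac-only regions. Lower scores or narrower peaks of the tissue-only regions were weighed as technical explanations. Peaks were divided into 10 classes of score, and separately of width, within each of the 4 lists. Tissue-only peaks had the lower promoter share in 40 of 40 score classes, with a median difference of 55.1 percentage points, and in 40 of 40 width classes, with a median difference of 40.9. Neither can therefore be the whole cause. Promoters that are used in many tissues and distal sites that are used in few remain a hypothesis, found and tested on the same data. A bias of the annotation towards start sites of widely expressed genes was not tested.

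With all peaks, the excess of yolk sac peaks at the Dlk1-Dio3 cluster is consistent with the excess over the whole genome. The log2 ratio of the interval was at the 51.3 percentile of 1233 intervals of the same size, whose middle 95% ran from 0 to 2.42. In the higher-scoring 50% of each list, the ratio of the interval rose to 2.17, against a median of 0.89 over 1178 intervals, and lay at the 95.4 percentile. That is inside their middle 95%, which ran from -0.05 to 2.40, but near its upper end. It lay at the 62.4 percentile with the 24333 highest-scoring peaks per list. A stronger yolk sac excess among high-scoring peaks at this cluster is therefore neither shown nor excluded.

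The 2 liver libraries shared different genes with the yolk sac. In liver replicate 2 alone, 489 protein-coding genes had a promoter peak that was also called in both yolk sac libraries, while in liver replicate 1 alone there were 138. Replicate 1 has the longer list, but replicate 2 has more promoter peaks (13583 against 13138) and more genes with one (12706 against 12306). Counted as regions, the sharing was nearly even, with 1547 for replicate 2 alone and 1438 for replicate 1 alone. Start sites lay in or near 44.1% of the regions for replicate 2 alone and 21.7% of those for replicate 1 alone. The excess of genes thus goes with a difference in promoter share between these regions, whose cause was not tested. In the panels fixed before the data were examined, Lrp2, Apoa4 and Slc39a5 of the yolk sac endoderm panel were found in liver replicate 1 only. Pdgfra and Lum of the mesenchymal panel were found in liver replicate 2 only. A second list of 30 mesenchymal genes, drawn up after this was seen, gave 5 genes in liver replicate 2 only (Twist2, Osr1, Igf1, Mmp2 and Loxl1) and 0 in replicate 1 only. A second list of 30 endoderm genes gave 1 in each, of which Vil1, in replicate 1, had been seen before it was listed. The promoter peaks of the 489 genes had a median at the 21.8 percentile of the liver replicate 2 list. Those of the 138 genes had a median at the 13.8 percentile of the liver replicate 1 list. Low ranks were favoured by the selection of genes missed in the other liver list. In liver replicate 2, 58.3% of the lowest-scoring 10% of peaks were absent from that list, against 0.082% of the highest-scoring 10%. The medians therefore cannot decide whether nearness to the score threshold explains the excess of 489 over 138. Whether misses at the threshold account for the calls absent from replicate 1 was not tested. Yolk sac material in the replicate 2 pool would be expected to bring endoderm genes as well. Over both endoderm lists 4 genes were in replicate 1 only and 1 in replicate 2 only, which goes the other way but is too few to exclude it. The genes that differ in the second lists are too few to test whether the contrast between the panels holds. Genes are not independent replicates, and many of the listed genes are expressed in liver too, with 45 of the 80 called in both liver libraries. A different share of stromal cells in the pooled livers is a hypothesis that these lists cannot settle.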
